A study of Mus musculus with 15 samples.

How the data were processed

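The series holds 15 mouse RNA-seq libraries in 5 groups of 3 biological replicates. Per the labels' protocols, B cells were grown for 6 days with IL-4 at 100 ng/ml on 40LB cells, a feeder layer that supports B cell growth, and a bulk sample was taken at that point (D6). The remaining cells were taken off the feeder layer, kept for 2 further days in unstimulated medium, and sorted into 4 subsets: IgE-expressing and IgG1-expressing cells that had become plasma cells (PC), and those that had not and are called iGC cells in the labels. PolyA RNA libraries were made with a KAPA mRNA HyperPrep kit and sequenced as single-end, strand-specific reads of 76 bp, per the labels' protocols. The group and replicate number of each library were taken from its title, and no library was left without a group.

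The authors deposited a single table with 51912 Ensembl gene identifiers and, for each library, an expected count and a TPM column. Per the file headers, the expected counts are RSEM's estimated counts per gene, which need not be whole numbers because reads that fit several genes are divided among them; at least 90.9% of the values in every library were whole. The TPM values in the deposited table were computed by RSEM and are scaled by the authors for effective length and library total. The aligner, the RSEM version, the genome build, the annotation and any filter are stated neither in the labels nor in the file headers, so no genomic coordinates are given. Every per-sample column matched the title of 1 library, and the number of unmapped columns was 0. Symbols were taken from a separate table of Ensembl gene names, which paired 51633 of the identifiers, holding at least 99.9% of the counts of every library; 279 identifiers had no symbol. Gene types, transcript GC content and transcript length came from GENCODE vM21, which held 15638 of the genes tested.

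The expected counts were rounded to whole numbers. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which left 15692 genes, and libraries were scaled by TMM. A model with 1 mean per group was fitted to all 15 libraries with edgeR 4.0.16 (R 4.3.3), using glmQLFit with robust dispersion and glmQLFTest. The common dispersion was 0.0109, a biological coefficient of variation of 10.4%, with 10 residual degrees of freedom. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic, which is approximate. A further contrast, termed the interaction, tested whether the change from iGC to PC was the same in both isotypes; a positive value means a larger rise, or a smaller fall, in IgE. RNA-seq reads without molecular identifiers are not independent molecules, so intervals on shares of counts cover counting error only.

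The following were set before the data were examined: the groups, the comparisons, the alternatives, 6 gene lists and the rule for naming genes. The lists covered B cell receptor and calcium signalling (39 genes), activation-induced genes (28), the BCL2 family (18), plasma cells (30), B cells and germinal centres (30), and the cell cycle (36); 4 list genes fell below the count filter. Lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01, two-sided), with Benjamini-Hochberg adjustment over 30 tests. The genes named are Ighe, Ighg1 and Ighm, then in each of the first 5 contrasts the 5 largest rises and the 5 largest falls in log2 fold change. These had to be called, to reach a mean of 10 CPM in a group compared and, for contrasts of 2 groups, to have all replicates of a group above all of the other; immunoglobulin and T cell receptor segments and predicted gene models were left out. For contrasts with D6 the 3 largest in each direction are named. Some genes that met these rules are not reported here. Of the called list members, a few with the smallest p-values were to be named; the limit of 3 per list and contrast was set later, and not all of these are printed. CPM values were computed with the TMM-scaled library sizes.

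Shares of counts in immunoglobulin genes were compared by exact permutation tests, two-sided, with Wilson intervals at 95% for single libraries (scipy 1.17.1). With 3 libraries against 3 the smallest p-value such a test can give is 0.1, so none can fall under 0.05. Differences between same-numbered libraries, with an exact sign-flip test, were added after the data were seen; 3 pairs give a p-value of 0.25 at the smallest. Replicate numbers in the titles are shared by all groups, but the labels do not say whether libraries with the same number came from the same animal or culture. A fit with the replicate number as a block was therefore computed for every contrast, together with a check of the pairing: the mean correlation, across genes, of the deviations of same-numbered libraries from their group means. Across all pairs of groups it was -0.0146.

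Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, total-count scaling, no filter, a filter of 10 counts in every sample, only the groups in the contrast, the replicate block, removal of immunoglobulin genes, leaving out each replicate in turn, and for lists fry and an inter-gene correlation estimated from the data. The methods were tested on simulated data drawn from the real means and dispersions. Over 15170 simulated genes, 200 of them changed, the model recovered 93% of the changed genes and 4.12% of its calls were unchanged genes; the interaction recovered 73.5%. Of 6 simulated lists, camera ranked the shifted list first. A simulated bias along a covariate gave 7496 false calls before and 0 after correction, and a simulated mixture of 10% was recovered at 10.02%. The simulated genes were drawn independently, so these tests say nothing on correlation between the genes of a list. The changed genes were few, of higher expression, changed in IgE PC only and as often raised as lowered. Each gene had the same dispersion in all groups. The share of false calls was therefore not measured for many or lopsided changes, nor for groups with unequal replicate noise. The simulated mixture held counting noise only.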

Results

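RNA-seq profiles were obtained from cultured mouse B cells at day 6, in bulk, and at day 8 in 4 sorted subsets: IgE iGC, IgE PC, IgG1 iGC and IgG1 PC, with 3 biological replicates each. The study's title places the work in the control of IgE plasma cell differentiation and survival by calcium signalling, and the profiles allow the isotypes to be compared at each stage and the stages within each isotype. Deposited expected counts summed to 39.2 M, 36.7 M and 34.7 M in the day 6 libraries, to 40.8 M, 32.8 M and 17.7 M in IgE iGC, and to 43.4 M, 39.6 M and 37.6 M in IgE PC. The totals were 37.6 M, 33.5 M and 31.4 M in IgG1 iGC, and 32.6 M, 54.1 M and 47.7 M in IgG1 PC, in replicate order. The smallest library, IgE iGC replicate 3, therefore limits the precision for genes of low expression in that group.

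Replicates of a group correlated across genes at between 0.978 and 0.993 (Pearson r of log2 CPM; genes are not independent replicates). All 15 replicate pairs differed by more than sampling noise, with chi-square per degree of freedom from 4.48 to 24.5 in the other groups and from 29.4 to 98.5 among the IgG1 PC libraries. No pair of libraries was therefore treated as a duplicate. TMM factors ran from 0.764 to 0.800 in IgE PC and from 0.876 to 0.972 in IgG1 PC, against 1.08 to 1.11 in iGC cells and 1.13 to 1.15 at day 6.

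The isotype labels were checked with the constant region transcripts. Ighe (ENSMUSG00000087642) made up 98.6% ± 0.0756 of the counts of Ighe plus Ighg1 in IgE PC and 86.8% ± 1.08 in IgE iGC, against 2.11% ± 0.542 in IgG1 PC and 5.39% ± 0.565 in IgG1 iGC (mean ± SD, n = 3 each). At day 6 the share was 17.2% ± 0.158 (n = 3). The difference between isotypes was 96.5 percentage points in PC and 81.4 points in iGC cells. Each reached the smallest exact permutation p-value that 3 against 3 libraries allow, 0.1 (two-sided; 0.12 after Benjamini-Hochberg adjustment over 6 tests of shares). In the single library of IgG1 PC replicate 1 the share was 1.71%, with a 95% Wilson interval from 1.70% to 1.73%. Computed from TPM in place of counts, the alternative that moved this measure most, the share was 22.7% at day 6, 91.2% in IgE iGC and 8.22% in IgG1 iGC. Between same-numbered libraries the difference was 96.9, 96.6 and 95.9 points in PC and 83.1, 79.97 and 81.2 points in iGC cells. An exact sign-flip test of 3 pairs gave p = 0.25 for both, the smallest it can give.

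Immunoglobulin genes, Jchain included, took 20.4% ± 0.949 of the counts in IgE PC and 17.7% ± 3.51 in IgG1 PC (n = 3 each). The 3 IgG1 PC libraries held 21.7%, 15.3% and 16.1%, and the difference between isotypes, 2.71 points, was within this spread (exact permutation p = 0.4, two-sided). Between same-numbered libraries it was -1.97, 4.69 and 5.41 points (exact sign-flip p = 0.5). The share was 1.61% ± 0.0228 in IgE iGC, 1.42% ± 0.0305 in IgG1 iGC and 1.43% ± 0.0397 at day 6. The difference of 0.189 points between the isotypes in iGC cells and those of 18.8 and 16.3 points between PC and iGC cells each gave an exact permutation p of 0.1, adjusted 0.12. Counting only constant region genes lowered the shares most, to 15.4% in IgE PC and 13.2% in IgG1 PC.

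**Figure D1:**
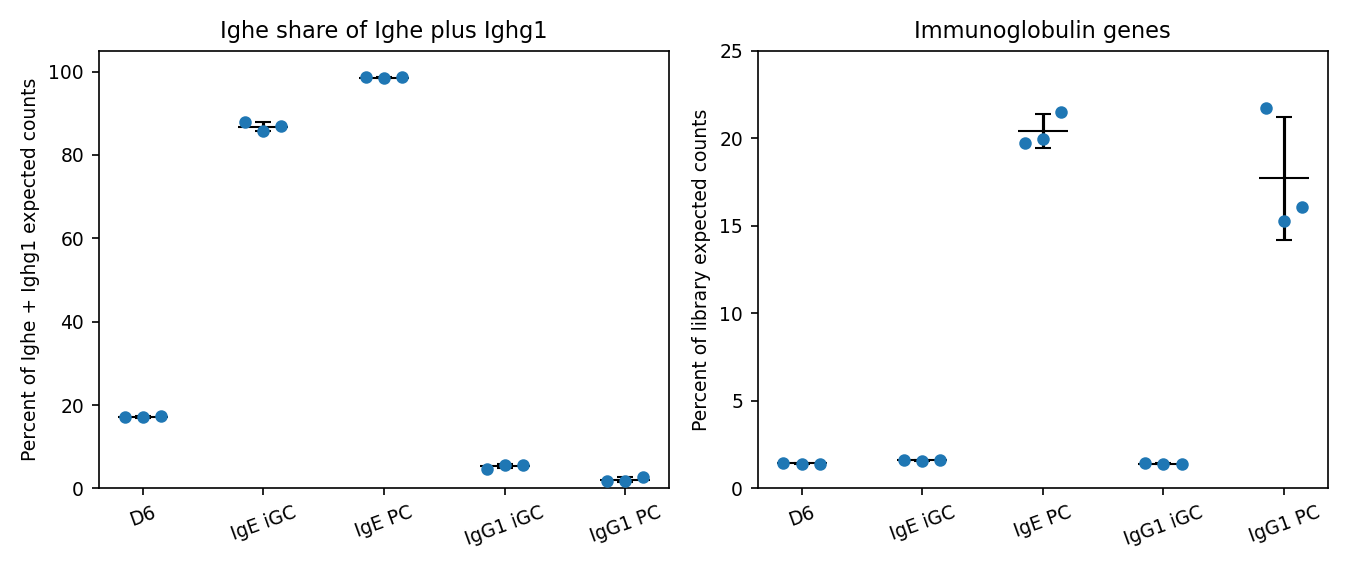
Percent of Ighe plus Ighg1 expected counts that were Ighe (left) and percent of library expected counts in immunoglobulin genes (right) in the 5 groups; points are the 3 libraries of a group in replicate order and bars the mean ± SD. The Ighe share averaged 98.6% in IgE PC and 2.11% in IgG1 PC, and the immunoglobulin share in the IgG1 PC libraries ranged from 15.3% to 21.7%.

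To ask how plasma cells of the 2 isotypes differ, IgE PC were compared with IgG1 PC. Of 15692 genes tested, 9119 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 4303 higher and 4816 lower in IgE PC. At a change of at least 2-fold the split was uneven, with 601 genes higher and 2194 lower. With the replicate number as a block 9005 genes were called, 8870 of them shared with the fit without it; deviations of same-numbered libraries correlated at -0.0712 on average. Of the alternatives, restricting the fit to these groups moved the count most, to 7215 genes. Total-count scaling shifted the median log2 fold change of all genes from -0.05 to -0.30, so directions are relative to the scaling. Of the 2194 genes at least 2-fold lower in IgE PC, 50.3% were also called higher at day 6 than in each of IgE iGC, IgE PC and IgG1 iGC, against 24.1% of all genes tested; selection for low values in IgE PC favours the former.

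Ighe was higher in IgE PC by a log2 fold change of 6.13 (SE 0.15) and Ighg1 was lower at -5.55 (SE 0.16). Ighm (ENSMUSG00000076617) was also lower in IgE PC, at -1.75 (SE 0.09; edgeR Benjamini-Hochberg adjusted p = 7.43e-10), with 265.1 ± 11.8 CPM in IgE PC and 892 ± 108 CPM in IgG1 PC (mean ± SD, n = 3 each). Among the other genes the largest rises in IgE PC were those of Arhgap32 (log2 fold change 3.90, SE 0.24), Slc7a11 (3.06), Trib3 (2.95), Slc6a9 (2.77) and Angptl6 (2.76). Arhgap32 had 13.1 ± 0.919 CPM in IgE PC and 0.850 ± 0.370 CPM in IgG1 PC. The largest falls were those of Ccl22 (-5.26, SE 0.24), Ms4a6c (-4.75), Ms4a4c (-4.28), Lilr4b (-4.21) and Lilrb4a (-3.82). Ccl22 had 6.18 ± 0.582 CPM in IgE PC and 235.9 ± 78.0 CPM in IgG1 PC (edgeR Benjamini-Hochberg adjusted p = 8.30e-10). Ms4a6c, Ms4a4c, Lilr4b and Lilrb4a belong to families of similar genes and had fractional counts in 14, 13, 15 and 15 of the libraries, so their single values are uncertain.

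In tests of gene lists, 4 of the 6 lists differed between IgE PC and IgG1 PC by camera after adjustment over 30 tests, and the replicate block gave the same 4 lists. The plasma cell list had a mean log2 fold change of 0.93 (adjusted p = 7.06e-15; 0.94 with the block), with 28 of its 30 genes called and all 28 higher in IgE PC. The activation-induced list was lower, at -1.07 (adjusted p = 3.39e-05), with 15 of its 28 genes called lower and 3 higher. The B cell and germinal centre list averaged -0.90 (1.16e-10) and the cell cycle list -0.57 (7.30e-11), with 22 of 30 and 26 of 36 genes called lower. The BCR and calcium list averaged 0.03 (adjusted p = 0.853), with 17 of its 38 tested genes called higher and 11 lower, and the BCL2 family list averaged -0.15 (0.826). By fry, which tests a list against no change rather than against other genes, the BCL2 list passed here (adjusted p = 0.00307). The setting that mattered most was the correlation assumed between the genes of a list. Estimated from the data in place of 0.01, it left 0 of the 6 lists with an adjusted p-value under 0.05, with 0.0737 for the plasma cell, activation-induced and B cell lists, which had unadjusted p-values of 0.0244, 0.0227 and 0.0246. Under total-count scaling the BCR and calcium mean was -0.23, with 7 genes called higher and 19 lower, and the median of all genes was -0.30. Adjusted over the genes of each list alone, the numbers called were 28, 18, 12, 28, 24 and 28 in the BCR and calcium, activation-induced, BCL2, plasma cell, B cell and cell cycle lists; adjusted over all genes they were 28, 18, 12, 28, 24 and 26.

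Single list members with the smallest p-values moved both ways. Within the BCR and calcium list Atp2a2 was higher in IgE PC (log2 fold change 0.99, SE 0.05), while Syk (-1.08, SE 0.06) and Itpr3 (-0.87, SE 0.06) were lower. Within the BCL2 family Bcl2 was higher at 1.21 (SE 0.08), and Bcl2l11 and Bcl2l1 were lower at -0.80 (SE 0.05) and -1.24 (SE 0.09). Bhlhe40 (-2.71), Egr2 (-1.97) and Nr4a1 (-2.99) were the activation-induced genes with the smallest p-values. Sel1l had 1892 ± 133 CPM in IgE PC and 551.6 ± 20.6 CPM in IgG1 PC (n = 3 each). Mcm3, Mcm5 and Mcm7 were lower by log2 fold changes of -1.52, -1.26 and -1.23.

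**Figure D2:**
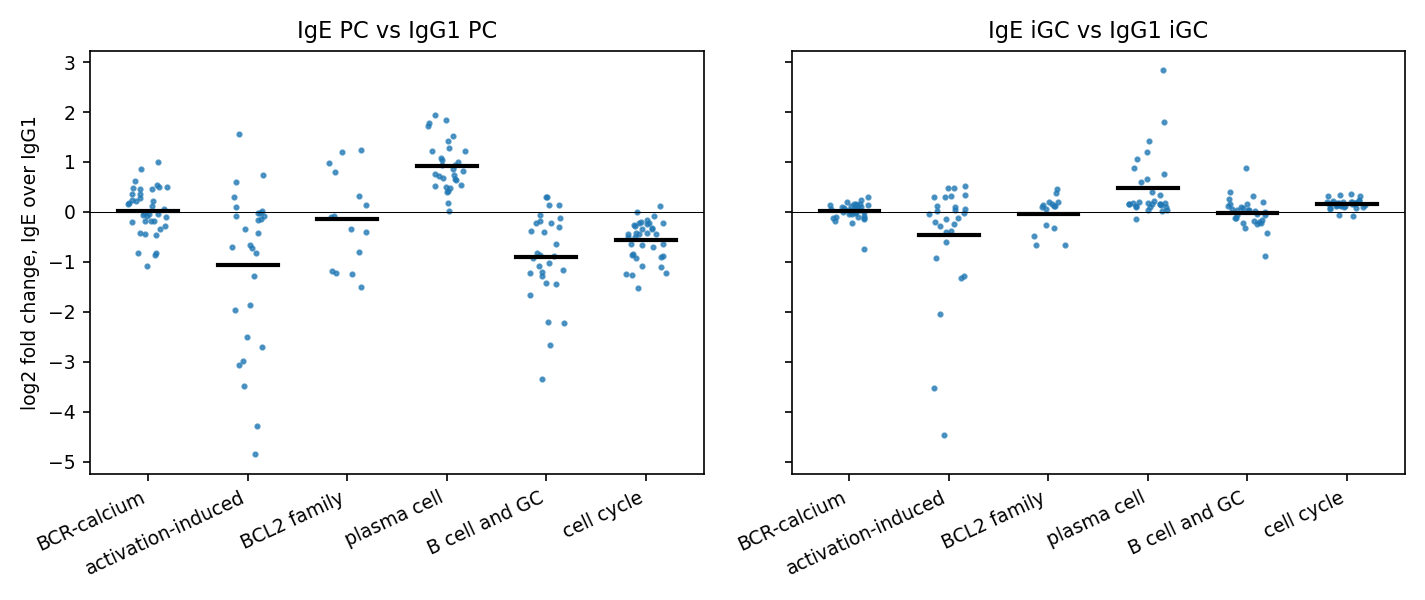
Log2 fold change of IgE over IgG1 for every tested gene of the 6 lists, in PC (left) and in iGC cells (right); each point is a gene and the black line the mean of the list. In PC the list means ran from -1.07 (activation-induced) to 0.93 (plasma cell), and in iGC cells from -0.46 to 0.47.

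The isotypes differed less in iGC cells. Between IgE iGC and IgG1 iGC 607 genes were called by edgeR, 312 higher and 295 lower in IgE, and 124 changed at least 2-fold. With the replicate block the count was 580, of which 544 were shared, and the pairing check gave -0.00226. The count depended on the libraries that entered the fit: with only the iGC groups it was 1503, 593 of them shared with the fit of all groups. Ighe was higher at 4.11 (SE 0.14), Ighg1 lower at -2.75 (SE 0.14) and Ighm lower at -0.75 (SE 0.09). Gcsam showed the largest rise, at 2.32 (SE 0.14; edgeR Benjamini-Hochberg adjusted p = 1.66e-07), from 8.98 ± 1.67 CPM in IgG1 iGC to 44.96 ± 2.71 CPM in IgE iGC (n = 3 each). Eaf2 (1.81), Cryz (1.44), Jchain (1.42) and Trerf1 (1.34) followed. Ccl22 (-1.77, SE 0.19), Mpeg1 (-1.71), Ptprj (-1.50), Cobl (-1.50) and Ppl (-1.41) showed the largest falls. Of the 607 genes, 501 were also called between the PC groups, 400 in the same direction and 101 in the opposite one.

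In iGC cells the plasma cell list was higher in IgE by a mean of 0.47 (camera adjusted p = 2.15e-17; 0.47 with the block), the activation-induced list lower by -0.46 (2.98e-05) and the cell cycle list higher by 0.16 (1.07e-07). Few members were called: 8 of 30, 6 of 28 and 3 of 36 over all genes, and 11, 9 and 5 adjusted over the list alone. The BCR and calcium, BCL2 and B cell lists averaged 0.01, -0.03 and -0.01, with adjusted p-values of 0.853, 0.901 and 0.826. Over all genes 2, 5 and 2 of their members were called, against 4, 7 and 7 over the list alone. With the replicate block the same 3 lists passed, and with the inter-gene correlation estimated 0 lists did, at unadjusted p-values of 0.0178 and 0.0310 for the plasma cell and activation-induced lists. Syk was lower in IgE iGC at -0.75 (SE 0.06; edgeR Benjamini-Hochberg adjusted p = 6.19e-06). The call of Ppp3ca (-0.23, SE 0.06) was lost without the filter and when any of the iGC libraries was left out. Calls of Bid, Ighd, Cdk1 and Rrm2 were each lost in at least 4 of the alternatives.

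The change from iGC to PC was then measured within each isotype. In IgE 10058 genes were called by edgeR, 4788 higher and 5270 lower in PC, with 4282 changed at least 2-fold. The block gave 9950 genes, 9852 shared, at a pairing value of 0.0475. Apart from Ighe (4.37, SE 0.14), the largest rises were those of Sdc1 (7.21, SE 0.18), Hid1 (7.17), Bhlha15 (6.86), Tigit (6.86) and Arfgef3 (6.55). Sdc1 rose from 2.17 ± 0.184 to 326 ± 20.97 CPM (n = 3 each; edgeR Benjamini-Hochberg adjusted p = 9.27e-14). The largest falls were those of Hemgn (-5.45), Ms4a4c (-5.27), Sorl1 (-5.22), Cd72 (-5.21) and Stum (-5.18). Ighg1 rose by 0.98 (SE 0.13) in IgE cells. Ighm rose by 0.29 (SE 0.09), a direction that reversed to -0.18 under total-count scaling, where the median of all genes was -0.55. The plasma cell list rose by a mean of 3.58 (camera adjusted p = 2.70e-45; 3.58 with the block) with all 30 genes called, the B cell list had a mean of -1.99 (8.66e-21), with 29 of 30 called lower, and the cell cycle list had a mean of -0.44 (0.00122), with 23 of 36 called lower and 6 higher. With the replicate block the same 3 lists passed, at means of 3.58, -1.99 and -0.44. The cell cycle list was not past the threshold with the correlation estimated (adjusted p = 0.460). The BCR and calcium, activation-induced and BCL2 lists averaged -0.16 (0.0674), -0.06 (0.361) and -0.0036 (0.853). The BCR and calcium list passed under total-count scaling (-0.63, adjusted p = 0.00475), without the filter (-0.26, 0.00787) and with fry (1.33e-06, with 0.00147 for the activation-induced and 0.00100 for the BCL2 list), and not with the block (0.0758) or the correlation estimated (0.375). Over the list alone 32, 22, 12, 30, 30 and 30 genes were called in the 6 lists in the order BCR and calcium, activation-induced, BCL2, plasma cell, B cell and cell cycle, and over all genes 31, 21, 12, 30, 30 and 29.

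In IgG1 9273 genes were called, 4720 higher and 4553 lower in PC, and those changed at least 2-fold split into 2206 higher and 788 lower. The block gave 9152 genes, 9049 shared, at a pairing value of -0.106. Bhlha15 (7.89, SE 0.20), Hid1 (7.59), Sdc1 (6.92) and Ankrd55 (6.64) had the largest well-measured rises. Pgk1-rs7, at 8.03 (SE 2.24), had fractional counts in 14 libraries and 10.3 ± 15.7 CPM in IgG1 PC (n = 3), and its call was lost without IgG1 PC replicate 1. The largest falls were those of Mybl1 (-2.73, SE 0.23), Znf41-ps (-2.67, SE 0.47), mt-Atp8 (-2.59, SE 0.38), Nxpe2 (-2.53) and Bcl6 (-2.39, SE 0.11); Znf41-ps is a pseudogene with fractional counts in 15 libraries and mt-Atp8 had them in 6. Ighg1 rose by 3.79 (SE 0.14), Ighe by 2.35 (SE 0.13) and Ighm by 1.29 (SE 0.09). The plasma cell list rose by a mean of 3.12 (camera adjusted p = 8.40e-58; 3.12 with the block) and the B cell list averaged -1.10 (3.15e-15). The cell cycle list averaged 0.29 (0.0262), which total-count scaling lowered to 0.06 with the call lost, against a median of -0.22 over all genes. The call was also lost without IgG1 PC replicate 2 (0.24, adjusted p = 0.115) and without replicate 3 (0.27, 0.0648). The BCR and calcium list averaged -0.17 (0.00519), the activation-induced list 0.55 (0.519) and the BCL2 list 0.11 (0.703), the last at -0.12 under total-count scaling; fry gave adjusted p-values of 0.00252 for the activation-induced and 1.08e-05 for the BCL2 list. With the replicate block the plasma cell, B cell, BCR and calcium, and cell cycle lists passed, as without it. With the correlation estimated, only the plasma cell list kept an adjusted p-value under 0.05, at 0.0123. Over the list alone 32, 22, 10, 29, 29 and 22 genes of the 6 lists were called, in the order given for IgE, and over all genes 31, 22, 10, 29, 29 and 22.

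**Figure D3:**
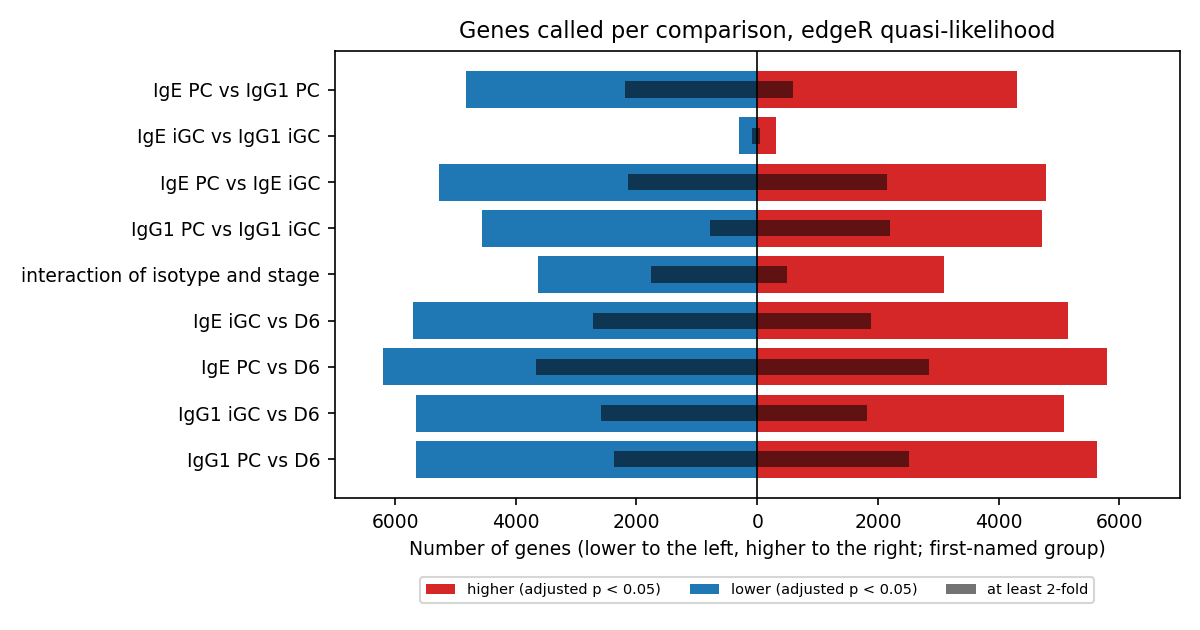
Number of genes with an adjusted p-value under 0.05 (edgeR, Benjamini-Hochberg) in the 9 contrasts, higher in the first-named group to the right and lower to the left, with genes changed at least 2-fold as the narrow dark bars. For the interaction, right means a more positive change from iGC to PC in IgE; the counts run from 607 (IgE iGC against IgG1 iGC) to 11983 (IgE PC against D6).

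Whether the change from iGC to PC differed between isotypes was tested by the interaction. It was called for 6733 genes by edgeR, 3101 with a positive and 3632 with a negative value, and 2244 differed at least 2-fold. The block gave 6533 genes, 6428 shared; the pairing values of the contrasts it combines are those given above. Over the 15692 genes the changes of the 2 isotypes correlated at r = 0.642 (Spearman's rho 0.575; across genes, which are not independent replicates). Of 7056 genes called in both isotypes, 6444 changed in the same direction and 612 in opposite directions, all 612 also called in the interaction. Among 2896 genes with the same direction and a called interaction, the change was larger in IgE for 2680 (92.5%). Most of the interaction genes, 6451, were also called between IgE PC and IgG1 PC, and 403 between the iGC groups.

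Among the largest positive interactions were those of Arhgap32 (3.29, SE 0.61), Prlr (2.68), mt-Atp8 (2.54, SE 0.51) and Slc6a9 (2.49). The largest negative ones were those of Cd72 (-4.13, SE 0.16), Plaur (-4.01, SE 0.30), Sorl1, Ms4a6c (-3.92) and Lck (-3.81). Cd72 fell from 176.7 ± 2.52 to 4.76 ± 0.974 CPM in IgE and from 133.9 ± 10.01 to 63.2 ± 8.04 CPM in IgG1 (n = 3 each; edgeR Benjamini-Hochberg adjusted p of the interaction 1.30e-09). The interaction of Ighe was 2.02 (SE 0.18), that of Ighg1 -2.80 (SE 0.19) and that of Ighm -0.999 (SE 0.12). Among the lists, the mean interaction was -0.89 for B cells and germinal centres (camera adjusted p = 4.70e-12), -0.73 for the cell cycle (4.23e-17), -0.60 for activation-induced genes (0.00255) and 0.45 for plasma cells (9.11e-07). With the replicate block these means were -0.89, -0.73, -0.60 and 0.47 and the same 4 lists passed. The BCR and calcium list averaged 0.01 (0.853) and the BCL2 list -0.11 (0.826; 0.00676 by fry). Over all genes 21, 14, 9, 20, 21 and 29 genes of the 6 lists were called, and over the list alone 22, 14, 10, 23, 24 and 30, in the order given for IgE. With the correlation estimated, 0 lists passed; the B cell and cell cycle lists had unadjusted p-values of 0.0177 and 0.0159.

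**Figure D4:**
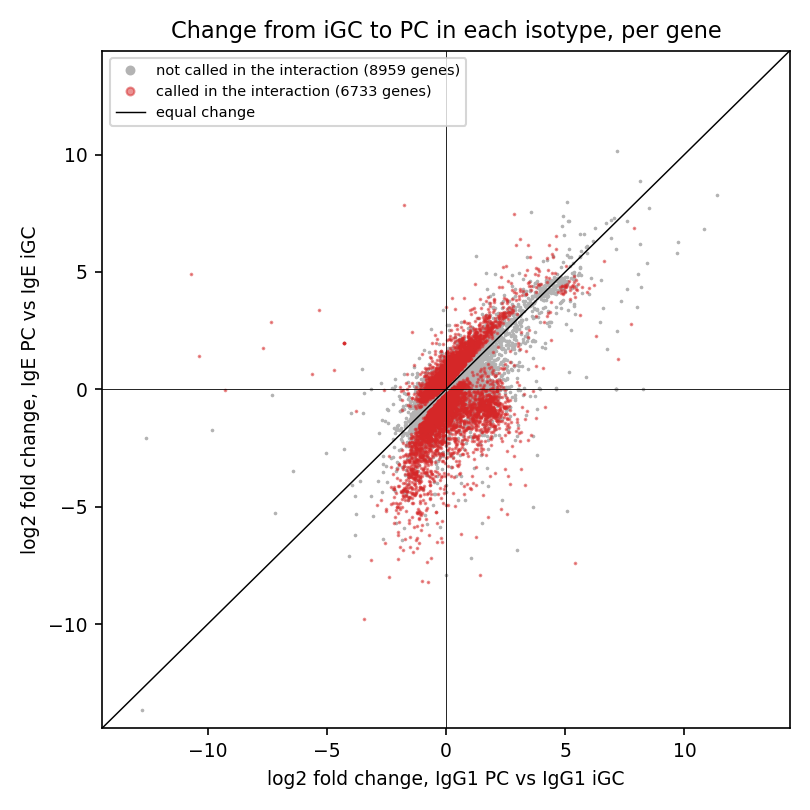
Log2 fold change from iGC to PC in IgG1 (horizontal) and in IgE (vertical) for the 15692 genes tested, with the 6733 genes called in the interaction in red and the line of equal change. A group of red points lies at positive values in IgG1 and negative values in IgE.

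The day 6 culture was compared with each sorted subset to show how its profile differed from those at day 8. The day 6 sample was a bulk sample of a culture on feeder cells, so feeder RNA may enter these contrasts. The count was 10850 genes in IgE iGC, 11983 in IgE PC, 10730 in IgG1 iGC and 11281 in IgG1 PC; with the replicate block it was 10810, 11928, 10663 and 11167, at pairing values of 0.0182, -0.0443, 0.0309 and -0.0573. Among the largest rises were those of Stum (log2 fold change 6.93) and Nxpe2 (6.78) in IgE iGC, and of Nxpe2 (7.05) and Gpr34 (6.88) in IgG1 iGC. Among the largest falls were those of Hspa1a (-6.75) and Hspa1b (-6.41) in IgE iGC, and of Inhba (-7.19) and Hspa1a (-6.89) in IgG1 iGC. Hspa1a and Hspa1b are near-identical copies with fractional counts in 14 and 15 libraries.

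In plasma cells Jchain rose by log2 fold changes of 11.47 (IgE) and 10.65 (IgG1), from 4.48 ± 1.61 CPM at day 6 to 12642 ± 1178 and 7172 ± 1742 CPM (n = 3 each). Crisp3 (8.30) rose next in IgE PC, and Hepacam2 (7.82) and Pik3cg (6.62) in IgG1 PC. Hist1h2ao, at 12.17 (SE 3.07) in IgE PC, had fractional counts in 9 libraries and is uncertain. Ryr2 fell in IgE PC (-9.73), and Hspa1a in IgG1 PC (-5.996). The processed gene Rpl10-ps1, at -14.80 in both (SE 5.33 and 5.11), lost its call with the replicate block, without the filter and in every fit that left out a replicate. The cell cycle list was higher than at day 6 by a mean log2 fold change of 0.83 in IgE iGC, 0.39 in IgE PC, 0.67 in IgG1 iGC and 0.96 in IgG1 PC, with 29, 24, 25 and 31 of its 36 genes called higher and 1, 11, 3 and 2 called lower. Adjusted over the list alone, 30, 35, 28 and 33 genes were called, the same numbers as over all genes. Total-count scaling took the median of all genes in IgE PC against day 6 from -0.04 to -0.57. The rise of 0.39 in IgE PC may therefore not hold under that scaling. The lists were not tested by camera in the contrasts with day 6.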

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

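In this part the swaps of isotype labels within a stage, the subtraction by replicate, the trends left after correction, the count of negative interactions among genes low at day 6 and the share of oppositely changed genes that were high at day 6 are tests chosen only after the results were seen; the fit without immunoglobulin genes had been planned, and was used as a test of the cause after its count was seen. The difference between isotypes in the change from iGC to PC was marked because a test of the difference itself, the interaction, called 6733 genes, and 612 genes changed in opposite directions. For the same reason 4 lists were marked, with mean interactions of -0.60 (activation-induced), 0.45 (plasma cell), -0.89 (B cell and germinal centre) and -0.73 (cell cycle).

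The number of genes was compared with other assignments of the 12 sorted libraries to the groups, all parting as many same-numbered pairs. Of 40 assignments drawn, the real one included, 3 gave as many genes as the real one and 7 gave as many lists. The largest count among the others, 10588, came when the sides followed stage, so that the strong change from iGC to PC entered the contrast, and another mixed assignment gave 7198. When isotype labels were swapped within a stage, 2 of 32 assignments gave as many genes, the other giving 7282 with sides that followed isotype. Assignments whose sides follow stage or isotype carry differences of their own, so a large count there is no sign of a random grouping. This does not cover the mixed assignment with 7198 genes, and shares of 3 in 40 and 2 in 32 are above 0.05. Of the 39 other assignments 26 gave 0 genes (67 to 5289 at an unadjusted p under 0.05), as did 23 of the 31 other swaps within a stage (167 to 1520). The remaining swaps, apart from the one following isotype, gave 47 genes or 6279 to 6573. Those with 6279 to 6573 genes, like the one following isotype, swapped iGC labels only and left both PC groups whole. They keep the difference between the PC groups, so their counts are no sign of a random grouping either. Swaps that mixed the PC groups gave 0 or 47 genes. Mixing real groups raises the variance within them, which by itself favours low counts. The number of lists, up to 5 in other assignments, was less distinct.

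Several technical explanations were tested on the gene count. Thinning every library to the smallest total, 17.7 M, left 5960 genes, 5682 of them shared with the 6733, so unequal depth accounts for at most a small part. Removing immunoglobulin genes before scaling gave 6792 genes (6295 shared). A correction for a GC trend per library gave 7072 genes (5487 shared) and 6922 with the replicate block, and took the Spearman correlation of the interaction with GC content across genes from -0.272 to -0.00577. The calls lost with it leave GC content open for part of the genes. A correction for gene length gave 6921 (6128 shared). Genes with whole counts in every library, where reads were not divided among copies, were called in 45.2% of cases, against 36.9% of genes with fractional counts.

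A mixed sample was the next explanation. If the sorted IgG1 PC libraries held iGC cells, genes that are low in IgE PC and high in IgG1 iGC would all be retained at a single share. Of 209 such genes 90.4% lay within 2-fold of the median share, 32.9%, above the 80% set beforehand, with medians of 22.8%, 37.9% and 37.1% in the 3 replicates. The shares ran from 16.7% at the 5th percentile to 63.4% at the 95th. In a simulated mixture 100% of 210 genes lay within 2-fold. That simulation held counting noise only and used the exact profiles it was mixed from. It therefore cannot tell whether the spread seen here goes beyond a single share. After subtraction of that share of the IgG1 iGC profile 5344 interaction genes were still called, 4495 of them among the 6733; with each replicate's own median share 6143 were called, 4864 of them shared. By these subtractions such a mixture could account for part of the difference and not for the whole of it. Cells partway between iGC and PC could give the same reading in bulk RNA, but need not retain every gene at a single share.

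A mixture of iGC and plasma cells alone cannot place a gene outside the range of both. Yet 16.2% of the genes tested were called higher in IgG1 PC than in both IgG1 iGC and IgE PC, or lower than both: 1265 higher and 1284 lower, 17 genes of the cell cycle list among the higher ones. Under total-count scaling the share was 12.9% and the number of cell cycle genes 7. This reasoning takes IgE PC as the plasma cell profile, which the IgG1 plasma cells need not share.

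RNA of feeder cells in the IgG1 PC libraries was tested as a further source. Of the 612 oppositely changed genes, 317 rose in IgG1 and fell in IgE, and 57.4% of these were called higher at day 6, when feeder cells were present, than in IgE iGC, IgE PC and IgG1 iGC. The share was 24.1% of all genes tested and 14.9% of the 295 genes that changed the other way. Because the 317 genes were selected for low values in IgE PC and IgG1 iGC, which favours a higher value at day 6, this comparison does not decide whether feeder RNA was present. Under total-count scaling 542 genes changed oppositely, and 172 of them were among the 612. Among genes called lower at day 6 than in IgG1 iGC, which feeder RNA cannot raise much, 46.2% were called in the interaction, against 42.9% of all genes, and 27.7% were called negative, against 23.1%. The interaction was thus no rarer where feeder RNA is an improbable source. These genes hold 2351 of the 6733, so the part of feeder RNA in the others is not bounded by this.

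A mixture with iGC cells, or cells at an intermediate stage, remains as an explanation of part of the isotype difference, and feeder RNA remains open for interaction genes not called lower at day 6 than in IgG1 iGC. A favourable assignment of the libraries is not excluded either, since a mixed assignment gave 7198 genes. Which real differences that assignment carries was not examined. That 26 of the 39 other assignments gave 0 is weak evidence, since mixing real groups raises the variance within them. The joint effect of these explanations was not tested. A difference in how far IgE and IgG1 cells complete the change to plasma cells is a further hypothesis. Where it retains all genes at a single share, the subtraction cannot tell it from a mixture. After subtraction of the median share, 4495 of the 6733 genes were still among the 5344 called. At that share a mixture does not account for these genes. An incomplete change to plasma cells need not retain every gene at a single share, so the subtraction does not test it for them. The labels give no sequencing or library batch, and none was tested.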

How the results depend on the processing

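The comparison of immunoglobulin shares between same-numbered libraries was the alternative added after the data were examined. Counts of called genes in the comparisons stayed within 1.5 times the reported ones except in IgE iGC against IgG1 iGC. There 607 became 1503 with only the groups in the contrast. Across the 6 fits that each left out 1 replicate it ranged from 323 to 403. The cause was not tested. With only those groups, all contrasts with IgG1 PC gave fewer genes and all others more. IgE PC against IgG1 PC fell from 9119 to 7215, the IgG1 step from 9273 to 7483 and the interaction from 6733 to 6292. The genes tested changed too. The main fit shares dispersion among the groups, and IgG1 PC replicates differed most from each other. Standard errors and p-values of contrasts with IgG1 PC may therefore be too small. Leaving out a replicate gave from 8223 to 9356 genes for IgE PC against IgG1 PC, from 9408 to 9692 for the IgE step, from 8326 to 9803 for the IgG1 step and from 5882 to 7418 for the interaction.

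A filter of at least 10 counts in every sample lowered the genes changed at least 2-fold from 2795 to 1389 (IgE PC against IgG1 PC), 124 to 64 (IgE iGC against IgG1 iGC), 4282 to 2816 (IgE step), 2994 to 1590 (IgG1 step) and 2244 to 1338 (interaction). Against day 6 it left 2557 in IgE iGC, 4059 in IgE PC, 2399 in IgG1 iGC and 2997 in IgG1 PC. Genes absent from a group cannot pass this filter.

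Total-count scaling shifted all genes together. The percent of called genes that were lower in the first-named group went from 52.8% to 76.2% in IgE PC against IgG1 PC, from 52.4% to 76.7% in the IgE step, from 49.1% to 67.95% in the IgG1 step and from 53.9% to 78.4% in the interaction. Against day 6 it went from 51.7% to 73.2% in IgE PC and from 50.04% to 65.0% in IgG1 PC. It reversed Ighm in the IgE step (-0.18). The BCR and calcium list mean reversed in IgE PC against IgG1 PC (-0.23) and in the interaction (-0.23). The BCL2 list mean reversed in the IgG1 step (-0.12), where the direction given by camera stayed up. Without a filter the BCR and calcium list held 39 genes in place of 38. Its mean reversed in the same contrasts, to -0.068 and -0.069, but the direction given by camera stayed up in both. Leaving out a replicate took list means near 0 to either side: from -0.0016 to 0.033 for BCR and calcium in the interaction, from -0.022 to 0.014 for BCL2 and from -0.11 to 0.024 for activation-induced genes in the IgE step.

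With the inter-gene correlation estimated, 0 lists passed in IgE PC against IgG1 PC, 0 in IgE iGC against IgG1 iGC, 0 in the interaction and 1 in the IgG1 step; with fry 6 passed in the IgE step, 6 in the IgG1 step, 5 in IgE PC against IgG1 PC and 5 in the interaction. Of 173 named genes followed under 2563 alternative values, 44 values lost the call and 1 reversed. Of 30 list results under 366, 18 lost the call, 9 gained it and 12 reversed.

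From TPM the Ighe share was 22.7% at day 6, 91.2% in IgE iGC and 8.22% in IgG1 iGC. With constant region genes only, the immunoglobulin share was 1.20% at day 6, 1.28% in IgE iGC, 15.4% in IgE PC, 1.19% in IgG1 iGC and 13.2% in IgG1 PC. With same-numbered libraries paired, exact sign-flip p-values were 0.5 for the immunoglobulin share of IgE PC against IgG1 PC and 0.25 for the other 5 comparisons of shares; 3 pairs cannot give less than 0.25. The depth of the smallest library, 17.7 M, limits calls of genes with low expression in IgE iGC.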

Other observations

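In this part the tests of fibroblast markers in IgG1 PC and of the replicate pattern were chosen only after the result was seen. In each of the comparisons of 2 groups, 1 of the 4 splits of the 6 libraries that part as many same-numbered pairs, the real one, gave as many called genes: IgE PC against IgG1 PC, IgE iGC against IgG1 iGC, both steps from iGC to PC, and the 4 contrasts with day 6. The other 6 splits of each contrast part 1 pair. All 72 splits other than the real ones gave 0 genes in these 8 contrasts, with 70 to 2076 at an unadjusted p under 0.05. Each of these splits mixed libraries of both groups on either side, so the real difference entered the variance within groups. A count of 0 there was favoured in advance and is weak evidence. The share of 1 in 4 cannot fall under 0.05 in this design, so it does not decide either way.

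For the gene lists the splits were less favourable. As many lists as in the real split were called in 1 of 4 splits for IgE PC against IgG1 PC, 1 of 4 for IgE iGC against IgG1 iGC, 3 of 4 for the IgE step and 1 of 4 for the IgG1 step. The other such splits, which mix the groups, still called up to 3 lists, and splits parting 1 pair up to 4. Each such split sets 2 libraries of a group against 1, so part of the real difference stays in it, and lists called there are not clean false positives. How lenient camera is at a correlation of 0.01 was therefore not measured by the splits.

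The plasma cell list was higher in IgE iGC than in IgG1 iGC. Of 10 genes at least 32-fold higher in both PC groups, 9 were higher in IgE iGC, 4 of them called, and the median log2 difference was 0.60, so more plasma cells among the sorted IgE iGC cells could account for it. The list's own median, 0.17, lay at percentile 100 of 10000 random lists matched on expression, which sets expression level aside. Admixture and an earlier start of the plasma cell programme in IgE cells cannot be told apart here.

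Feeder cells were considered for the day 6 sample. Of 17 tested fibroblast markers, 8 were called higher at day 6 than in each of the 4 sorted subsets, under the number set beforehand for feeder RNA, although 14 were higher than in each of IgE iGC, IgE PC and IgG1 iGC. Under total-count scaling 11 were higher than in all 4 subsets. The markers held 0.0431% of the day 6 CPM. Both ligands named for the feeder line were also highest at day 6. Cd40lg averaged 19.6 CPM there, against 0.279 to 0.768 CPM in the sorted subsets. Tnfsf13b averaged 26.7 CPM, against 1.53 to 6.84 CPM. These levels go with feeder RNA at day 6, so the count of 8 markers does not exclude it.

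The shortfall lay with IgG1 PC, where 13 of the 17 fibroblast markers were called higher than in both IgG1 iGC and IgE PC, against 8.06% of all genes. Of macrophage markers 1 of 5 tested and of T cell markers 1 of 6 were. Of the other 1252 genes higher than both, 72.1% had their lowest value in IgG1 PC replicate 2, where 14 of the markers were lowest, against 35.1% of all genes. Of the ligands named for the feeder line, 1 of 2 was called higher, Tnfsf13b and not Cd40lg, at 25.6% and 3.91% of their day 6 CPM. Across the 17 markers the IgG1 PC level ran from 5.20% to 186% of that at day 6, with a median of 52.2%, so no single share of day 6 feeder RNA accounts for the levels. The highest level was that of Dcn, which had only 2.16 CPM at day 6. Of the 1265 genes higher in IgG1 PC than in both, 63.2% were also called higher at day 6 than in the other 3 subsets. The share was 24.1% of all genes tested, though selection for low values in IgG1 iGC and IgE PC favours the former. RNA from feeder cells is a candidate source of part of these genes, a hypothesis that the uneven levels go against in its simplest form.

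Xist counts were high and counts of 4 Y-linked genes were near 0 in every library, as in cells of female origin. In the IgG1 PC libraries Xist had 15464, 73238 and 51812 counts in replicate order. No explanation was tested for the lower value in replicate 1.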
